A study of Mus musculus with 4 samples.

How the data were processed

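The series holds bulk RNA-seq of mouse cerebral cortex at embryonic day 15 (E15), with 4 libraries in 2 groups: 2 control libraries and 2 Lhx2 cKO libraries. The library titles mark the groups as WT and Lhx2cKO, and these are called control and Lhx2 cKO here. WT is read as wild type and cKO as conditional knockout. The driver line, the allele, the litter and the sex of the embryos are not stated in the labels. Polyadenylated RNA was taken from fresh tissue, and libraries were built with a dual-mode RNA kit, per the labels' protocols. Each library was assigned to its group and replicate number from its title.

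The deposited table has 13289 genes, each with a versioned Ensembl identifier, a symbol, a gene length and 1 column per library. The 4 library columns hold raw read counts per gene as deposited by the authors: whole numbers that sum to a different total in each library. The aligner, the counting program, the use of strand, the genome build and the annotation are not stated in the labels or the file header. The lowest row total over the 4 libraries was 102 counts, so low genes had been removed before these rows. The same table carries the authors' own comparison. It has the authors' log2 fold change of Lhx2 cKO against control and the authors' mean log2 CPM, and per the file headers these columns bear the names that edgeR gives its output, while the test behind them is not stated. The deposited p-value and adjusted p-value columns are the authors', and the deposited -log10 column equals -log10 of the adjusted p-value. The gene length in bases was deposited by the authors without its annotation. The ratios of the authors' p-values to adjusted p-values are whole ranks over 15974 genes, so the 13289 genes analysed here are 83.2% of the genes behind the authors' adjusted p-values. By the same ranks the authors' adjusted p was under 0.05 for 3088 genes, of which 2718, or 88.0%, are analysed here. The authors' mean log2 CPM lay a median of 0.118 below the value fitted here, which corresponds to a total 8.5% larger behind the authors' CPM. All totals and CPM given here are therefore over the analysed genes only.

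Total counts per library ranged from 22294237 to 24609627. At this depth 3 counts, taken as the floor of detection, correspond to 0.122 to 0.135 CPM. Intervals and floors of this kind cover counting error only, since the reads carry no molecular identifiers. The counts of the 2 control libraries differed beyond sampling noise (chi-square per degree of freedom 13.9 over 13288 degrees of freedom), and so did those of the 2 Lhx2 cKO libraries (14.3). This excess alone cannot show that the libraries of a group came from different embryos. Each library was treated as a separate replicate, and the p-values rest on that assumption. Between groups the same ratio ranged from 27.7 to 51.8.

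Differential expression was tested with edgeR 4.0.16 in R 4.3.3 on the counts as deposited, with TMM normalization, filterByExpr with its default minimum of 10 counts, and the quasi-likelihood test (glmQLFit and glmQLFTest) of Lhx2 cKO against control without covariates. P-values were two-sided and adjusted by Benjamini-Hochberg over the 13288 genes tested; filterByExpr removed 1 gene, Sftpc. TMM factors ranged from 0.973 to 1.02. The common biological coefficient of variation was 8.27%, with 38.7 prior degrees of freedom. A gene with an adjusted p-value under 0.05 is said to be called. Standard errors of log2 fold changes were computed as the absolute log2 fold change divided by the square root of its F statistic. Means and SDs are of CPM scaled with TMM over the 2 libraries of a group.

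The comparisons, the gene lists, the rule for naming genes and the processing alternatives were fixed before the data were examined, except where the text says otherwise. The rule named Lhx2 first, then the 6 largest rises and the 6 largest falls among called genes with a mean of at least 2 CPM whose Lhx2 cKO libraries both lay on the same side of both control libraries, leaving out sex-linked genes and genes with provisional names. It then named up to 4 called genes per list by smallest p. The 16 lists of marker genes, written from general knowledge of the developing cortex, covered pan radial glia, early and late temporal radial glia, cell cycle, intermediate progenitors, pan neurons, deep-layer neurons, upper-layer neurons, astrocytes, oligodendrocyte precursors, cortical hem and choroid plexus, Cajal-Retzius cells, ventral telencephalon and interneurons, red blood cells, microglia, and vascular and meningeal cells. Each list was tested with camera in limma 3.58.1 on log2 CPM, two-sided, with a preset inter-gene correlation of 0.01 and Benjamini-Hochberg adjustment over the 16 lists. Calls within a list are given over all genes tested and adjusted over the list alone.

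Alternatives were RLE size factors, upper-quartile factors, library totals alone, no low-count filter, a mean count of at least 50, the replicate number as a block, removal of a GC trend per library, both of the last, DESeq2 1.42.0, limma-voom, an adjusted p threshold of 0.01, a minimum absolute log2 fold change of 1, removal of sex-linked genes, camera with the correlation estimated per list, fry, and leaving out each library in turn. The GC trend was a lowess curve with span 0.3 of each library's log2 CPM deviations on transcript GC content, fitted on genes with a mean of at least 2 CPM and entered as an offset. GC content came from the longest GENCODE M21 transcript of each gene. Identifiers matched M21 for 13269 genes (99.85%) once the version was dropped, but for only 0.083% with it, so M21 served for GC content, gene order, overlaps and transcript similarity, and no coordinates are given. Tables were prepared and figures drawn with Python 3.11.15, pandas 2.3.3, NumPy 2.4.6, SciPy 1.17.1 and Matplotlib 3.10.9.

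The procedure was tested on simulated data for 13288 genes, of which 200 were changed. Counts were drawn independently for each gene from the real means, library sizes and fitted variances. The edgeR test recovered 89% of the changed genes with their sign and called 5 unchanged genes, and genes raised by 1 on the log2 scale had a median fitted change of 0.966. With a GC trend added to the simulated libraries, 3258 unchanged genes were called without the correction and 15 with it, when 93.5% of the changed genes were recovered. Camera gave the list of raised genes a p-value of 3.9e-24 and gave 3% of unchanged lists a p-value under 0.05. These lists were random genes that varied independently, so the 3% does not cover marker lists whose genes vary together. With 2 libraries per group, an exact permutation test of a single gene has 3 distinct splits and cannot reach 0.05, so p-values rest on the variance that edgeR shares across genes.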

Results

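Gene expression was measured by RNA-seq of polyadenylated RNA in the cerebral cortex of mouse embryos at E15, in 2 control libraries and 2 Lhx2 cKO libraries. Lhx2 encodes a LIM-homeodomain transcription factor expressed in cortical progenitors, and the series concerns how radial glia, the stem cells of the cortex, change over developmental time. The comparison asks which transcripts differ in the E15 cortex once Lhx2 is targeted. Total counts over the 13289 genes analysed were 24609627 in control 1, 24453623 in control 2, 22294237 in Lhx2 cKO 1 and 23611157 in Lhx2 cKO 2. Mitochondrial transcripts took 11.2% and 10.02% of the counts in the control libraries and 10.7% and 12.9% in the Lhx2 cKO libraries. The most abundant gene in each library was mt-Co1, with 4.55% to 5.97% of the counts.

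The targeted gene, Lhx2 (ENSMUSG00000000247.12), was at 316 and 287 CPM in the control libraries and at 239 and 247 CPM in the Lhx2 cKO libraries. The means were 301 ± 20.5 CPM (SD, n = 2) in control and 243 ± 5.86 CPM (SD, n = 2) in Lhx2 cKO, so that 80.7% of the control level remained. The log2 fold change was -0.31 (SE 0.098) with an adjusted p of 0.0191 in edgeR's quasi-likelihood test, in the direction of the labels. Among the alternatives that kept all libraries and no block, removal of the GC trend moved the estimate most, to -0.29 with an adjusted p of 0.0116. Without control 1 the estimate was -0.25, and without control 2 it was -0.38. In the authors' deposited table the log2 fold change of Lhx2 was -0.32 with an adjusted p of 0.0117.

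Of the 13288 genes tested, 2758 (20.8%) were called in the edgeR test, 1540 of them higher and 1218 lower in Lhx2 cKO. The median log2 fold change over all tested genes was 0.003. The change was at least 2-fold for 446 called genes, 324 higher and 122 lower, and at least 1.5-fold for 1180, 739 higher and 441 lower. For 2750 of the called genes (99.7%) the Lhx2 cKO libraries did not overlap the control libraries, against 59.3% of all tested genes and 33.3% by chance with 2 libraries against 2. Genes were called from these same libraries, which selects for separation, so the 99.7% is no separate evidence for the calls. The 33.3% holds gene by gene and does not allow for genes that vary together. Among the tests run with all libraries, DESeq2 gave the fewest calls, 2170, of which 2126 were also called by edgeR. The authors' deposited table gives an adjusted p under 0.05 for 2718 of the analysed genes, and 2663 of these were also called here. That table marks 745 genes as up and 470 as down, all with an absolute log2 fold change of at least 0.585, which is a 1.5-fold change.

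**Figure D1:**
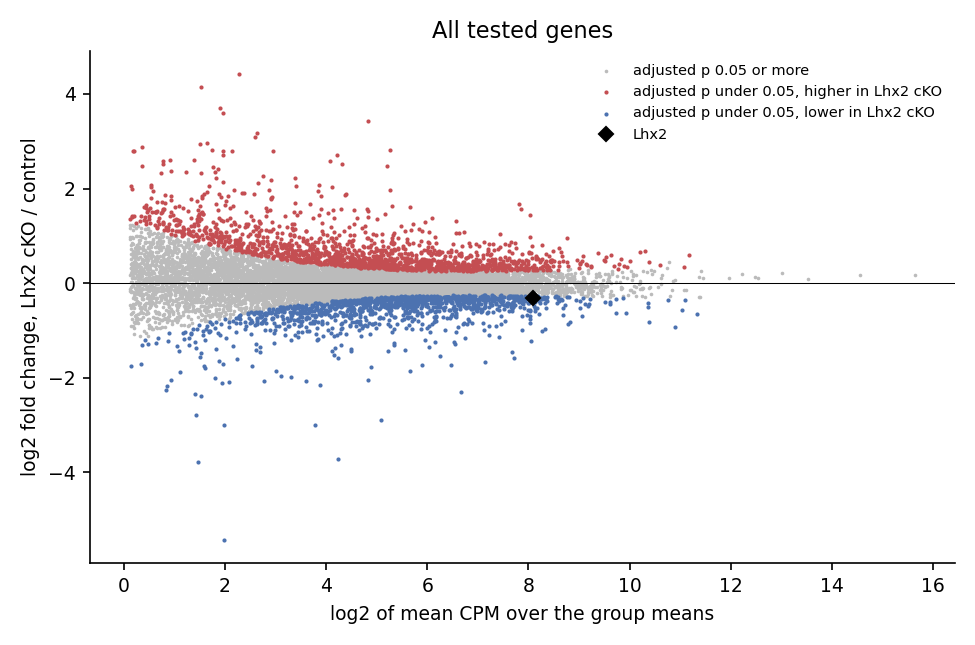
Log2 fold change of Lhx2 cKO against control for each tested gene against the log2 of its mean CPM, with 1 point per gene. Genes called higher are red (1540), genes called lower are blue (1218), and the black diamond marks Lhx2 at -0.31.

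Among the named rises, Usp18 (ENSMUSG00000030107.11) had the largest log2 fold change, 4.42 (SE 0.326, adjusted p 5.75e-14 in edgeR), from 0.426 ± 0.0771 CPM in control to 9.23 ± 0.308 CPM in Lhx2 cKO (SD, n = 2). Cbln2 (ENSMUSG00000024647.15) had the smallest p among the named rises, with a log2 fold change of 3.42 (SE 0.155, adjusted p 8.85e-21), from 4.82 ± 1.33 to 51.8 ± 10.1 CPM. The other named rises were Mybpc1 at 4.14, Oas1b at 3.70, Grp at 3.60 and Ifi27 at 3.17 on the log2 scale, with adjusted p between 9.40e-13 and 1.70e-09. Control counts were low for several of these genes: Mybpc1 had 13 and 2 counts in the control libraries, Usp18 9 and 12, Oas1b 9 and 17, and Grp 22 and 7. Without control 1 the log2 fold change of Mybpc1 was 5.99 and that of Grp 4.65. Without control 2 that of Mybpc1 was 3.34 and that of Grp 2.99. Oas1b is annotated in M21 as a polymorphic pseudogene.

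The largest named fall was that of Dct (ENSMUSG00000022129.5), with a log2 fold change of -5.42 (SE 0.408, adjusted p 9.92e-14), from 7.69 ± 0.324 CPM in control to 0.175 ± 0.063 CPM in Lhx2 cKO (SD, n = 2). Its counts were 181 and 198 in control and 5 and 3 in Lhx2 cKO. Lpar1 (ENSMUSG00000038668.15) fell from 35 ± 1.92 to 2.65 ± 0.111 CPM, a log2 fold change of -3.72 (SE 0.165, adjusted p 5.93e-21). Lmo1 (ENSMUSG00000036111.9) fell from 60.2 ± 2.93 to 8.09 ± 0.997 CPM, a log2 fold change of -2.90 (SE 0.125, adjusted p 2.97e-21). Slc14a1 was at -3.78, Col1a1 at -3.00 and Gsta4 at -2.99 on the log2 scale, with adjusted p between 2.57e-14 and 1.48e-09. For Col1a1 the libraries of Lhx2 cKO differed, with 101 and 38 counts. The log2 fold change was -3.88 without Lhx2 cKO 1 and -2.46 without Lhx2 cKO 2.

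**Figure D2:**
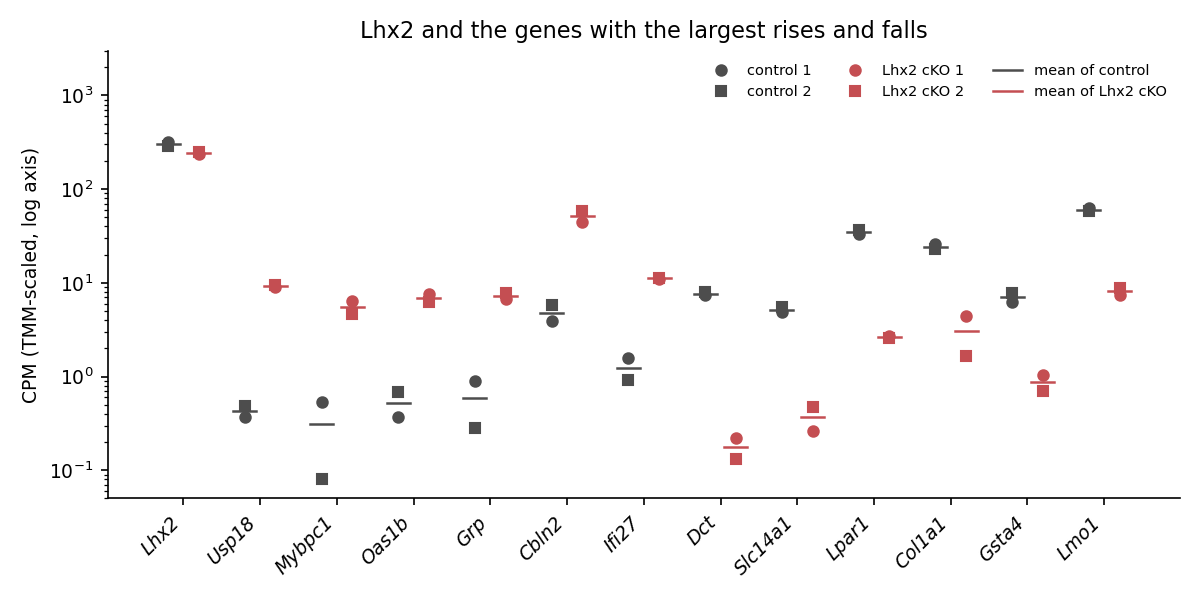
CPM on a log axis for Lhx2, the 6 largest named rises and the 6 largest named falls, with 1 point per library and a bar at each group mean. Lhx2 libraries lie between 239 and 316 CPM. Separation of the groups in the other 12 genes was a condition for naming them.

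Of the 16 lists fixed in advance, 7 had an adjusted p under 0.05 in camera with the preset correlation of 0.01. Of these 7, 6 were also under 0.05 in fry, the exception being Cajal-Retzius cells (0.0575). Fry asks whether the genes of a list changed, without comparing them with other genes as camera does, and 11 of the 16 lists passed it. With the correlation estimated per list, 0 of the 7 were under 0.05 in camera. There the lowest adjusted p was 0.3 and 2 lists had an unadjusted p under 0.05. With 2 libraries per group the estimated correlation rests on few residual degrees of freedom, so its 0 calls neither uphold nor rule out the 7 lists. Of the camera calls, that of the astrocyte list was lost with a minimum mean count of 50.

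For progenitors, the pan radial glia list had a median log2 fold change of -0.40 over 11 genes (camera adjusted p 0.00272), with 7 called lower, 0 called higher and 7 adjusted over the list alone. Within it Pax6 fell from 129 ± 7.55 to 54.6 ± 4.11 CPM (SD, n = 2), a log2 fold change of -1.24 (SE 0.1, adjusted p 6.40e-13), and Sox3 had -1.37, Notch1 -0.72 and Emx2 -0.55. The cell cycle list had a median of -0.57 over 14 genes (adjusted p 1.90e-07), with 11 called lower, 0 called higher and 12 adjusted over the list alone. Mki67 was at -0.87, Top2a at -0.86, Cdk1 at -0.96 and Mcm2 at -0.82 on the log2 scale. The intermediate progenitor list had a median of -0.47 over 10 genes (adjusted p 8.83e-06), with 7 called lower, 0 called higher and 8 adjusted over the list alone. Eomes fell from 215 ± 0.966 to 68.3 ± 0.773 CPM (SD, n = 2), a log2 fold change of -1.66 (SE 0.096, adjusted p 5.49e-17). Neurog1 was at -2.38, Mfap4 at -0.85 and Mfng at -0.56, and Mfap4 overlaps Mapk7 on the other strand, so its counts are uncertain.

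The temporal lists of radial glia did not pass the threshold. The early list had a median log2 fold change of -0.12 over 8 genes (camera adjusted p 0.441), with Lin28b called higher at 1.09 and Igf2bp1 called lower at -0.48, and 4 genes adjusted over the list alone. Its median ranged from -0.25 without Lhx2 cKO 2 to -0.05 without control 2. The late list had a median of 0.03 over 18 genes (adjusted p 0.541), with 6 called higher and 5 called lower, and 11 adjusted over the list alone. Without control 1 that median was 0.002, and without Lhx2 cKO 1 it was 0.08. Apoe rose from 107 ± 13.7 to 343 ± 43.6 CPM (SD, n = 2), a log2 fold change of 1.68 (SE 0.106, adjusted p 5.58e-16), and Tnc rose from 117 ± 15.5 to 344 ± 2.89 CPM, a log2 fold change of 1.56 (SE 0.102, adjusted p 1.45e-15). Bcan was at 1.30 and Sparcl1 at 1.04.

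Among neurons, the pan neuron list had a median log2 fold change of 0.06 over 10 genes (camera adjusted p 0.685), with 2 called higher, 2 called lower and 4 adjusted over the list alone; without Lhx2 cKO 2 the median was 0.02. Syt1 (0.83), which overlaps Gm5136 on the same strand and is uncertain for that reason, and Stmn2 (0.60) were higher, and Rbfox3 (-0.43) and Neurod6 (-0.32) were lower on the log2 scale. The deep-layer list had a median of 0.18 over 11 genes (adjusted p 0.359), with 2 called higher (Ldb2 at 1.10 and Hs3st4 at 0.56), 1 called lower (Foxp2 at -0.34) and 4 adjusted over the list alone. Without Lhx2 cKO 2 its median was 0.08. The upper-layer list had a median of -0.32 over 10 genes and did not pass the threshold (adjusted p 0.0647), with 2 called higher, 5 called lower and 8 adjusted over the list alone. Its 4 named genes were lower, with log2 fold changes of -1.39 for Inhba, -0.69 for Pou3f1, -0.55 for Pou3f2 and -0.48 for Cux1. The ventral telencephalon and interneuron list had a median of 0.14 over 10 genes (adjusted p 0.166), with Sst (1.07) and Gad2 (0.48) called higher, 0 called lower and 3 adjusted over the list alone. Its median ranged from 0.05 without Lhx2 cKO 1 to 0.25 without control 1.

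Among glial and other cell types, the microglia list had a median log2 fold change of 1.27 over 10 genes (camera adjusted p 3.73e-09), with 9 called higher, 0 called lower and 9 adjusted over the list alone. C1qb rose from 18.2 ± 1.02 to 46.5 ± 4.63 CPM (SD, n = 2), a log2 fold change of 1.36 (SE 0.116, adjusted p 3.40e-12), and C1qc was at 1.40, Trem2 at 1.51 and C1qa at 1.04. The oligodendrocyte precursor list had a median of 1.22 over 7 genes (adjusted p 9.13e-06), with 6 called higher, 0 called lower and 6 adjusted over the list alone. Egfr rose from 1.95 ± 0.0992 to 13.6 ± 0.526 CPM (SD, n = 2), a log2 fold change of 2.80 (SE 0.217, adjusted p 2.26e-13), and Olig1 was at 1.25, Olig2 at 1.28 and Pdgfra at 0.90. The astrocyte list had a median of 0.58 over 8 genes (adjusted p 0.0203), with 4 called higher, 1 called lower and 5 adjusted over the list alone. With a mean count of at least 50 its adjusted p was 0.139 and its median 0.22, and over the other 7 settings of filter, scaling, block and GC correction the adjusted p ranged from 0.0156 to 0.0213. Aldh1l1 rose from 4.81 ± 0.0168 to 28.9 ± 2.70 CPM (SD, n = 2), a log2 fold change of 2.58 (SE 0.158, adjusted p 1.99e-16), Aqp4 was at 1.33 and Id3 at 0.82, while Fgfr3 was at -0.81.

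The Cajal-Retzius list had a median log2 fold change of 0.44 over 7 genes (camera adjusted p 8.41e-04), with 4 called higher, 0 called lower and 5 adjusted over the list alone. Reln rose from 274 ± 18.4 to 441 ± 81.1 CPM (SD, n = 2), a log2 fold change of 0.69 (SE 0.109, adjusted p 5.85e-06), Ndnf was at 1.25 and Ebf3 at 1.22, and Trp73 at 0.44 was near the threshold (adjusted p 0.048). Only 4 of the 16 genes of the cortical hem and choroid plexus list were analysed here, with a median of 0.68 (adjusted p 0.181); Rspo2 (2.12) and Wnt5a (0.90) were called higher and Rspo3 (-0.86) lower, the same 3 genes adjusted over the list alone. The vascular and meningeal list had a median of 0.46 over 9 genes (adjusted p 0.181), with 5 called higher, 2 called lower and 7 adjusted over the list alone. Its median was 0.24 without control 1. Cldn5 was at 0.70, Cdh5 at 0.72 and Kdr at 0.49 on the log2 scale, where Kdr was at 0.23 without control 1 and 0.80 without control 2, and Col1a1, given above, was among the 2 called lower. The red blood cell list had a median of -0.40 over 8 genes and did not pass the threshold (adjusted p 0.0647), with 1 called higher, 5 called lower and 6 adjusted over the list alone. Without control 1 its median was -0.17, and without control 2 it was -0.61. Hbb-bt was at -1.01, Hbb-y at 0.49, Hba-a2 at -0.42 and Alas2 at -0.82, where the globin genes share reads with near-identical copies, Alas2 overlaps Apex2 on the other strand, and Hba-a2 was at -0.16 and Alas2 at -0.46 without control 1 and Hbb-y at 0.30 without Lhx2 cKO 1, so these values are uncertain.

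**Figure D3:**
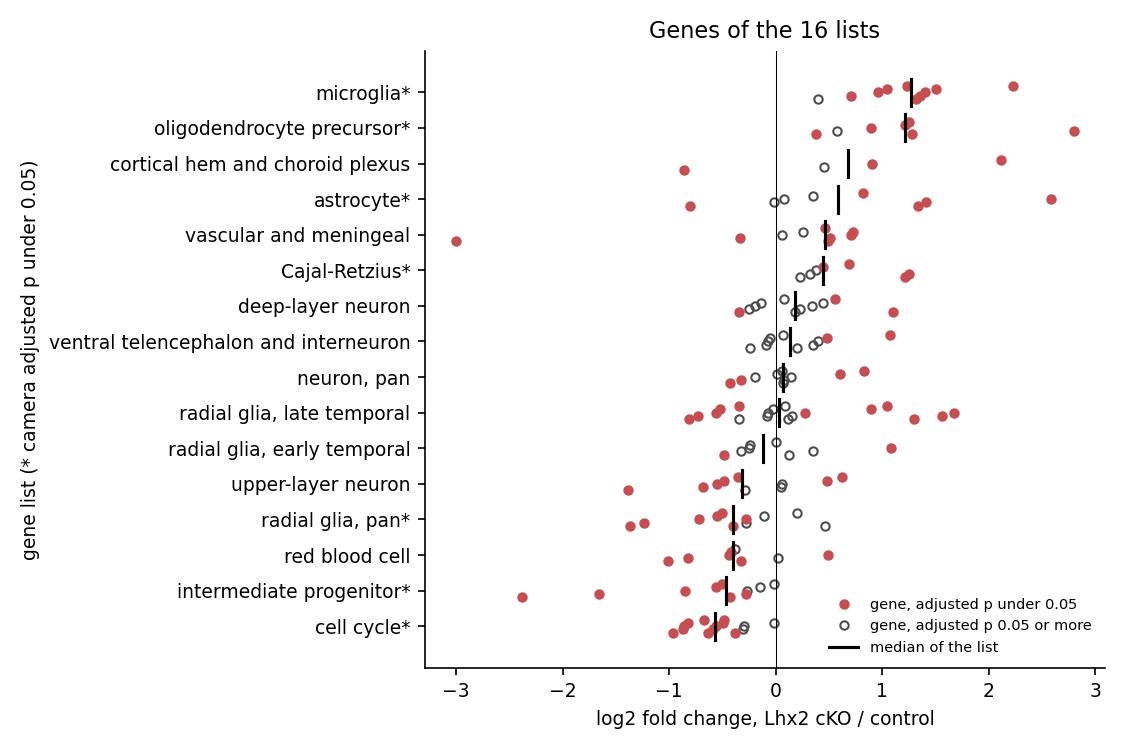
Log2 fold change of Lhx2 cKO against control for each tested gene of the 16 lists, with 1 point per gene, filled red where its adjusted p was under 0.05, and a bar at the median of each list. Medians run from -0.57 for the cell cycle list to 1.27 for the microglia list, and an asterisk marks the 7 lists with a camera adjusted p under 0.05.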

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

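With all libraries, Lhx2 stayed lower in Lhx2 cKO with an adjusted p between 0.00313 and 0.0234 under each alternative scaling, filter, block, GC correction and DESeq2, with log2 fold changes from -0.32 to -0.29. None of the results given for Lhx2, the named genes, the counts of calls or the gene lists reversed its direction under any alternative run. Counts of called genes stayed within 1.5 times of 2758, between 2170 (DESeq2) and 3430 (replicate block with the GC trend removed), under every alternative except the stricter thresholds, which gave 1697 genes at an adjusted p under 0.01 and 446 with an absolute log2 fold change of at least 1, fewer by construction. The share of calls that were higher stayed between 54.0% and 56.3% at an adjusted p under 0.05 without a minimum fold change, while the stricter thresholds gave 972 higher of 1697 and 324 higher of 446. Among scalings library totals moved the median of all genes most, by -0.0102 on the log2 scale. Of the 2758 calls, 2732 were shared with RLE size factors, 2755 with upper-quartile factors, 2613 with library totals, 2752 without a filter, 2612 with a mean count of at least 50, 2746 with the GC trend removed and 2699 with limma-voom.

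For gene lists, the choice of set test mattered most. With the correlation estimated per list, adjusted p rose to 0.3 for pan radial glia, intermediate progenitors, oligodendrocyte precursors and microglia, to 0.342 for the cell cycle and astrocyte lists and to 0.426 for Cajal-Retzius cells. The cause was not tested. With 2 libraries per group this setting has few residual degrees of freedom, so it cannot decide whether the lists changed. Under fry, which does not compare a list with other genes, the Cajal-Retzius list was at 0.0575. The early radial glia (0.0408), pan neuron (0.0261), deep-layer (0.0142), upper-layer (0.0261) and cortical hem and choroid plexus lists (0.0285) passed fry. A mean count of at least 50 removed genes and moved the early radial glia median to -0.236, the astrocyte median to 0.221 and the astrocyte adjusted p to 0.139, within a range of 0.0156 to 0.139 over the 8 settings. Removal of the GC trend, with or without the block, moved the pan neuron median to 0.086; the cause was not tested.

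The replicate numbers share only a number: the deviations of replicate 1 from replicate 2 in the control and Lhx2 cKO groups had a correlation of 0.001 across genes. With the replicate block 2874 genes were called, 2736 of them shared, and the red blood cell list reached an adjusted p of 0.0195, or 0.0165 with the GC trend also removed, within a range of 0.0165 to 0.073 over the 8 settings. The cause was not tested.

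Leaving out one library left 1 in its group, so these fits give log2 fold changes without calls. The sign was kept for all 2758 called genes in 3 of the 4 fits and for 2757 without Lhx2 cKO 1. The exception, Cp, named after its values were seen, went from 1.61 to -0.20. The groups did not overlap for 2750 of the called genes, so leaving out one library could hardly reverse their sign. The kept signs therefore say little about stability. Across the 4 fits the list medians that moved by more than the spread between replicates ranged from -0.247 to -0.052 for early radial glia, from -0.699 to -0.43 for cell cycle, from -0.504 to -0.44 for intermediate progenitors, from 0.023 to 0.061 for pan neurons, from 0.083 to 0.174 for deep-layer neurons, from 1.123 to 1.354 for microglia, from 0.236 to 0.623 for vascular and meningeal cells and from 0.373 to 0.569 for Cajal-Retzius cells. Without control 1 the vascular median was 0.236 and the red blood cell median -0.168, and without Lhx2 cKO 2 the deep-layer median was 0.083 and the pan neuron median 0.023.

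Of the single genes named, Trp73 lost its call under RLE size factors, library totals, the block and DESeq2 (adjusted p 0.0514, 0.0633, 0.0509 and 0.115), and Hba-a2 lost it under DESeq2 (0.265). Log2 fold changes of named genes moved by more than 1 SD in 13 cases without control 1 and 11 without control 2. They did so in 7 cases without Lhx2 cKO 1 and 9 without Lhx2 cKO 2. None of them reversed, which the lack of overlap between the groups made near certain. The planned pseudocount settings were not run, since the table holds counts. Low counts limit the fold changes of the largest rises, whose control libraries had as few as 2 counts.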

Other observations

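Each pattern below was noticed in these data, so each explanation is a hypothesis. The tests on single libraries, on the share of interferon-response genes above the microglia median, on mislabelling, on the share of intact cells, on residual blood, on fibroblasts, on random divisions of the late list, on totals over gene copies and on the sex of the embryos were chosen or reworded only after the results were seen. The gene lists for interferon response, other fibroblast genes, late-list transcription factors, gene copies and repeat-like genes were also written after the data were examined.

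Interferon-response genes were higher in Lhx2 cKO. Of 64 such genes 49 were tested, with a median log2 fold change of 1.5, from -0.04 to 4.42; 39 were called higher and 0 lower in edgeR. Among them, 3 (Usp18, Oas1b and Ifi27) were already among the named rises, and the other 46 had a median of 1.4 with 36 called higher. In control, 37 of the 49 had a mean of at least 1 CPM, and 0 belonged to a list fixed in advance. Abundant members did not all rise. Adar, the most abundant in control, was at 63.9 CPM in control and 62 in Lhx2 cKO (adjusted p 0.805), and Znfx1 at 32.9 and 32.8 (adjusted p 0.994), while others rose: H2-D1 from 45.7 to 83.9 CPM, B2m from 12 to 35.1 and Bst2 from 4.94 to 32.4. Several explanations are argued against. A single library did not decide the pattern, since both Lhx2 cKO libraries lay above both control libraries for 44 of the 49 genes, against 16.7% by chance. GC content did not account for it, since the median was 1.49 after the GC trend was removed. The called genes lay on 14 chromosomes, which a linked strain segment acting only on the genes it carries cannot give. More microglia with unchanged expression per cell were not excluded. Of the 49 genes, 22 lay more than 2 standard errors above the microglia median of 1.27, against 1 of the 10 microglia markers (Fisher's exact test, two-sided p 0.0718). The markers themselves ran from 0.4 to 2.23, only 5 interferon-response genes lay more than 2 standard errors above the highest marker, and 12 called genes lay below the median. Besides more microglia, what stays open is an interferon response in the Lhx2 cKO tissue, in microglia or in other cells, whether it follows from the loss of Lhx2 or from a difference between litters, housing or infection that the labels do not describe; a variant acting on many genes from afar also stays open. Cell-type measurements or further litters could separate these.

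Lhx2 mRNA fell to only 80.7% of control. An intact gene in about 80.7% of the cells of every type is argued against: genes changing within the affected cells then cannot fall much below that level, yet 122 called genes had fallen at least 2-fold, and 20 at least 4-fold. A control library under an Lhx2 cKO label is argued against over all genes, since the 2 Lhx2 cKO libraries differed from each other by a chi-square per degree of freedom of 14.3, close to the 13.9 between the control libraries, against at least 27.7 between libraries of different groups. Whether a transcript of the deleted allele was still counted cannot be told apart from Lhx2 expressed in cells that were not targeted, with the 80.7% alone, because counts per exon were not analysed here. Deletion restricted to some cell types may also leave this level. Falls in indirectly affected cells are not covered by the first test.

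Microglia markers rose by more than vascular and meningeal markers and by more than interneuron markers. Their median exceeded the vascular and meningeal median by 0.81 on the log2 scale (95% bootstrap interval over genes 0.45 to 1.48, 10000 draws) and the interneuron median by 1.14 (0.64 to 1.43). A lower share of neural cells that raises every other type alike is argued against as the only cause by the difference of 0.81. It may still contribute. Csf1r (0.71) and P2ry12 (0.40, not called) rose no more than the vascular gene Cdh5 (0.72), while each of the other microglia markers rose more. More residual blood is argued against, less firmly, by the red blood cell median of -0.4, with 5 genes called lower and 1, Hbb-y, higher. That list did not pass the threshold (camera adjusted p 0.0647). Its median was -0.17 without control 1 and -0.61 without control 2. Genes of a list are not independent replicates, so the intervals describe the lists only. More microglia, or higher expression of these genes per microglial cell, stay open and may both contribute; neither was separated here, as the interferon-response genes also rose.

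Col1a1 fell to 12.5% of control (24.4 ± 1.90 to 3.05 ± 1.97 CPM) while Col1a2 went from 7.80 to 9.29 CPM with an adjusted p of 0.365. Fewer fibroblasts of the meninges are argued against as the cause: of 13 other fibroblast genes, 4 of them also in the vascular and meningeal list, 9 were tested, their median log2 fold change was 0.2, from -0.06 to 1.18, and 0 were called lower. The 2 Lhx2 cKO libraries differed (4.44 and 1.65 CPM). A transcript-specific cause in the Lhx2 cKO tissue, or a strain or construct difference at Col1a1, stays open and untested.

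No clustering of the called genes along the genome beyond chance was found. Donor-strain DNA flanking Lhx2 is argued against only as a source of many calls there. Of the nearest 100 tested genes (50 on each side) 20% were called, against 20.8% elsewhere (Fisher's exact test, two-sided p 1). A few genes changed by such DNA would not show against this background, so a small effect stays open. Linked strain segments elsewhere are argued against as a main source, since the densest run of 30 neighbouring tested genes held 15 called genes, the median of 1000 permutations of gene positions (permutation p 0.624). That run held B2m, an interferon-response gene, and Mfap1a, Mfap1b and Eif3j1, whose opposite changes are described further on, and a segment that holds a small share of the calls is not excluded there or elsewhere. Of the 3 splits of the 4 libraries into 2 and 2, 1 gave as many calls, the real one with 2758; the split by replicate number gave 0 calls with 16 genes at an unadjusted p under 0.05, and the crossed split gave 0 calls with 42. With 3 splits no share under 0.05 is possible, and the other splits mix the groups, which raises their spread, so the count of splits alone decides nothing. Chance differences between libraries as the source of most calls are argued against by the chi-square per degree of freedom, 27.7 to 51.8 between groups against 13.9 and 14.3 within them. The simulated data, where 5 of 13088 unchanged genes were called, cannot decide this. They were drawn gene by gene with variances fitted to these same libraries, so differences shared by many genes were absent. Litter or batch, which the labels do not give, stays open.

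Within the late radial glia list the 6 transcription factors (Hopx, Zbtb20, Nfia, Nfib, Nfix and Sox9) had a median log2 fold change of -0.45, with 4 called lower and 0 higher, while the other 12 genes had 0.21, with 6 called higher and 1 lower. GC content is argued against, since the difference of -0.67 was still -0.67 after the GC trend was removed. A random division of the list stays open, since 18564 divisions gave a two-sided exact permutation p of 0.0645. The split is therefore a negative result at this list size, and a candidate explanation, that transcription factors and membrane or secreted products of the late programme respond differently to Lhx2, needs an independent list.

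Some near-identical gene copies changed in opposite directions. Eif3j1 went from 7.71 to 16.5 CPM (log2 fold change 1.10, adjusted p 1.01e-05) and Eif3j2 from 26.1 to 13.6 CPM (-0.94, 9.25e-07), and their transcripts share 93.3% of 31-base words. Mfap1b was at 0.85 and Mfap1a at -0.43, with 68.8% shared. In a family of 18 provisional genes, with a median of 69.1% shared, 4 were called higher and 5 lower, from Gm3411 at 1.96 to Gm3468 at -2.78. These families were noticed because their copies moved apart. Reads moving between near-identical copies throughout the genome are argued against: outside the 3 families, 128 pairs of tested genes shared at least 50% of these words, and 1 pair, Gm14410 and Gm6710, was called in opposite directions, against a median of 2 in random pairings (one-sided permutation p 0.936). Within the 3 families, the largest change of a family total was 0.19 on the log2 scale (34.4 ± 3.92 to 39.3 ± 2.33 CPM for the Mfap1 pair), but a small total follows in part from choosing families with opposite changes, so an exchange of reads at strain variants cannot be told apart from opposite regulation. A strain variant against the reference at these loci may be read from the sequences, which were not analysed here.

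Xist and Y-linked transcripts occurred together in every library. In CPM of library totals, without TMM scaling, Xist was at 1557 to 2005 CPM and the 4 Y-linked genes Kdm5d, Eif2s3y, Uty and Ddx3y summed to 100.4 to 141.9 CPM, and the lowest count of any of these genes in any library was 96. This is consistent with libraries that each pooled embryos of both sexes; the labels do not give the sex, and no single-sex library was there for comparison. Xist was at 1889 and 2005 CPM in control and at 1631 and 1557 CPM in Lhx2 cKO (log2 fold change -0.28, adjusted p 0.0803 in edgeR). Eif2s3y was called higher (log2 fold change 0.41, adjusted p 0.00192), while Kdm5d, Uty and Ddx3y were not called. Whether the share of male embryos differed between the groups stays open. Without the sex-linked genes 2757 genes were called.

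Some values followed single libraries, or a library of each group. CPM in this paragraph are of library totals, without TMM scaling. Sftpc, which filterByExpr removed, had 3 and 6 counts in the control libraries, 113 in Lhx2 cKO 1 and 0 in Lhx2 cKO 2. Malat1 was at 3370 and 1660 CPM in control and 1270 and 1360 in Lhx2 cKO (log2 fold change -0.93, adjusted p 4.33e-05). Gm10800, a repeat-like gene, was at 2100 and 858 CPM in control and 1300 and 2700 in Lhx2 cKO, and was not called (adjusted p 0.163). Other repeat-like genes were also highest in control 1 and Lhx2 cKO 2. Of these, Gm10717 (log2 fold change 0.58, adjusted p 0.0171), Gm17535 (0.56, 0.0264) and Gm10721 (0.65, 0.0383) were called higher. Gm10801, Gm10722, Gm10719 and Gm10718 were not called. Lars2 was at 683 and 796 CPM in control and 1340 and 423 in Lhx2 cKO. Cp had 22 and 10 counts in control and 78 and 13 in Lhx2 cKO, and was called higher with an adjusted p of 0.0312. These genes were named after their values were seen, and no biological explanation was tested for them.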
